A study of Mus musculus with 7 samples.

How the data were processed

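Paneth cells (PCs), the granulated secretory cells at the base of the small intestinal crypts, were purified with a cell sorter from mice of the C57BL/6J strain, 15 h after an injection of tumour necrosis factor (TNF) or of phosphate-buffered saline (PBS). Total RNA was extracted with a column kit and libraries were sequenced with single-end reads on an Element AVITI instrument. The labels give 3 PBS and 4 TNF libraries, and per the series description each library came from a different mouse. The injected dose, the sex of the mice, the sorting antibodies, the part of the small intestine that was taken and the days of sorting and sequencing are not given in the sources used here, so no batch could be examined.

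The authors deposited a table of raw counts, with whole numbers of reads per gene and 1 column per library. The aligner, the counting program, the genome build, the gene annotation and the use of strand are not given in the sources used here. The table held 55414 Ensembl gene identifiers, of which 30842 had 0 counts in every library. All of its columns were matched to samples by their names. Symbols, biotypes and coordinates were taken by identifier from the GENCODE M39 annotation of GRCm39, in which 54749 identifiers (98.8%) were found. This annotation can differ from the one used for counting, so coordinates describe the annotated gene and not the counted intervals. Because strand use is unknown, counts of overlapping and antisense genes are uncertain, and counts of near-identical copies, such as the defensin genes, depend on how the authors treated reads with several matches.

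Differential expression was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (robust fit, two-sided) on the counts as deposited. Genes with low counts were removed with filterByExpr, which left 14329 genes, and libraries were scaled by the trimmed mean of M-values (TMM). The fit compared TNF with PBS over all 7 libraries without covariates. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called differentially expressed genes (DEGs). Values per library are CPM (counts scaled to 1e6) on the TMM-scaled library sizes, and standard errors (SE) of log2 fold changes were taken from the fitted change and the F statistic. For a gene with 0 counts in one group, the fold is given as a lower bound, computed against a floor of 3 counts over that whole group. For a gene with 1 to 3 counts in one group, the ratio is given with its 95% exact binomial (Clopper-Pearson) interval. Floors and intervals cover counting error only, since no molecular identifiers mark independent molecules. Total counts per library ran from 15511455 to 19193721.

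Gene lists were tested with fry, the rotation test of limma 3.58.1 and edgeR, which estimates the correlation between genes from the data (two-sided, at least 3 tested genes, Benjamini-Hochberg over the lists). Of 20 lists, 18 could be tested. The lists were alpha-defensins, PC products other than defensins, NF-kB targets, type I interferon targets, guanylate-binding proteins and immunity-related GTPases, MHC class I and antigen processing, MHC class II, ER chaperones and unfolded protein response, ATF4 and CHOP targets, cell death machinery, cell cycle, mitochondrially encoded mRNAs, and markers of intestinal stem cells, enterocytes, goblet cells, tuft cells, enteroendocrine cells, leukocytes, stromal and endothelial cells, and erythroid cells. Zbp1 is the only gene in more than 1 list. After the data were seen, 2 lists of genes that mark the position along the small intestine were added: duodenal and jejunal (Gata4, Pdx1, Onecut1, Slc40a1, Cybrd1, Creb3l3, Lct, Cyp2c65) and ileal (Fabp6, Slc10a2, Slc51a, Slc51b, Osr2, Cubn, Hoxa10, Hoxb8, Hoxb9, Fgf15). Shares of counts per library were compared by an exact permutation test over the 35 ways to split 7 libraries into 3 and 4 (two-sided, difference of means), for which 0.0286 is the smallest possible p.

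The groups, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule named 18 genes in advance, 1 of which is not reported here. It further named the 6 genes with the largest rise and the 6 with the largest fall in log2 fold change, and the 3 with the largest rise and the 3 with the largest fall in mean CPM. These were taken among DEGs with a mean of at least 10 CPM, all TNF libraries on one side of all PBS libraries, and a symbol other than Gm with a number or one ending in Rik. Within the TNF group, a library was looked at again when the Dixon ratio of its gap to the range of the group passed the limit for 4 values, and the PBS group was too small for this. Other genes named in the text were chosen after their values were seen, or belong to a list.

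The alternatives were the size factors of DESeq2 in the edgeR fit, scaling by total counts only, scaling without the alpha-defensins and Lyz1, no filter on low counts, a filter of at least 1 CPM in 3 libraries, the replicate number as a block, leaving out each library in turn, the Wald test of DESeq2 1.42.0, limma-voom, an adjusted p under 0.01, a change of at least 2-fold, and for the lists camera (with a preset correlation of 0.01) and an exact permutation test. For the shares, the alternatives were counts without mitochondrial genes and leaving out each library. After the data were seen, scaling without the 20 most abundant genes, thinning of all libraries to one total, and removal of each library's trend on GC content and transcript length were added.

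The edgeR fit was tested on simulated data. Counts were drawn from the means of the PBS libraries and from the dispersions and library sizes of all real libraries. In the comparison of TNF with PBS, 200 genes and a further list of 20 were changed by known factors. Of the 200 genes, 57% of those changed 2-fold and 84% of those changed 4-fold were called in the right direction. Genes that the filter removed counted as missed, and 13616 simulated genes passed it. Of 163 calls, 5.52% were false. Far fewer genes were changed than the 8543 called in the real data, so these rates do not carry over to the real calls. A planted list of 20 changed genes had a fry adjusted p of 0.000169. The common biological coefficient of variation of the real libraries was 18.5%. Tables and figures were made with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.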

Results

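To examine the effect of TNF on the transcriptome of PCs, bulk RNA-seq counts of sorted PCs were compared between mice injected with TNF, a pro-inflammatory cytokine, and control mice injected with PBS. PCs had been collected 15 h after injection. The data comprised 3 PBS and 4 TNF libraries. The PBS libraries held 17396479, 18388058 and 15511455 counts, and the TNF libraries held 16485259, 18334639, 19193721 and 18154850 counts. Mean depth was 17098700 ± 1461240 counts (SD, n = 3) after PBS and 18042100 ± 1132590 counts (SD, n = 4) after TNF, with no detectable difference (exact permutation p = 0.429).

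In a principal component analysis of log2 CPM, the first component held 78.3% of the variance and separated all TNF libraries from all PBS libraries, while the second component held 7.85%. Across tested genes, Spearman correlations ran from 0.98 to 0.99 between libraries of one group and from 0.873 to 0.895 between libraries of different groups. Genes are not independent replicates in these correlations. Every pair of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom of at least 17.2, so no library was a copy of another. That the libraries came from separate mice is taken from the series description and cannot be read from these values.

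Of 14329 genes tested with edgeR, 8543 (59.6%) were DEGs at an adjusted p under 0.05. Of these DEGs, 4229 were higher and 4314 lower after TNF. A change of at least 2-fold was found for 4530 DEGs (2065 higher and 2465 lower), and at least 8-fold fitted changes were found for 378 DEGs that rose and 398 that fell. For 8702 genes (60.7%), the CPM values of the TNF libraries did not overlap those of the PBS libraries, where 5.71% is the share given by chance, and 8074 of these genes were DEGs. The requirement of a 2-fold change was the alternative that moved the number of DEGs most. Scaling by total counts only moved the median log2 fold change of all tested genes from 0.0017 to -0.16 and gave 3142 higher and 4614 lower DEGs. The balance of rises and falls is therefore relative to the TMM scaling.

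The TNF receptors and the NF-kB inhibitors were examined first. PCs were taken at 15 h only, so direct and secondary responses to the injected TNF cannot be told apart. Coordinates are those of GRCm39. Tnfrsf1a (ENSMUSG00000030341, chromosome 6, 125325566 to 125339632), which encodes TNF receptor 1, rose from 92.7 ± 10.9 CPM (SD, n = 3) to 181 ± 10.5 CPM (SD, n = 4), a log2 fold change of 0.97 ± 0.11 (SE, edgeR adjusted p = 4.36e-06). Tnfrsf1b (ENSMUSG00000028599, chromosome 4, 144938938 to 144973477), which encodes TNF receptor 2, rose more, from 9.37 ± 1.44 CPM to 145 ± 5.73 CPM, with a log2 fold change of 3.95 ± 0.13 (SE, edgeR adjusted p = 7.95e-11). The NF-kB inhibitors Nfkbia (ENSMUSG00000021025, chromosome 12, 55535332 to 55539432) and Tnfaip3 (ENSMUSG00000019850, chromosome 10, 18874201 to 18891405) had log2 fold changes of 3.78 ± 0.15 and 4.50 ± 0.13 (SE, edgeR adjusted p = 2.48e-10 and 3.65e-11). The spread between replicates was much smaller than these changes.

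**Figure D1:**
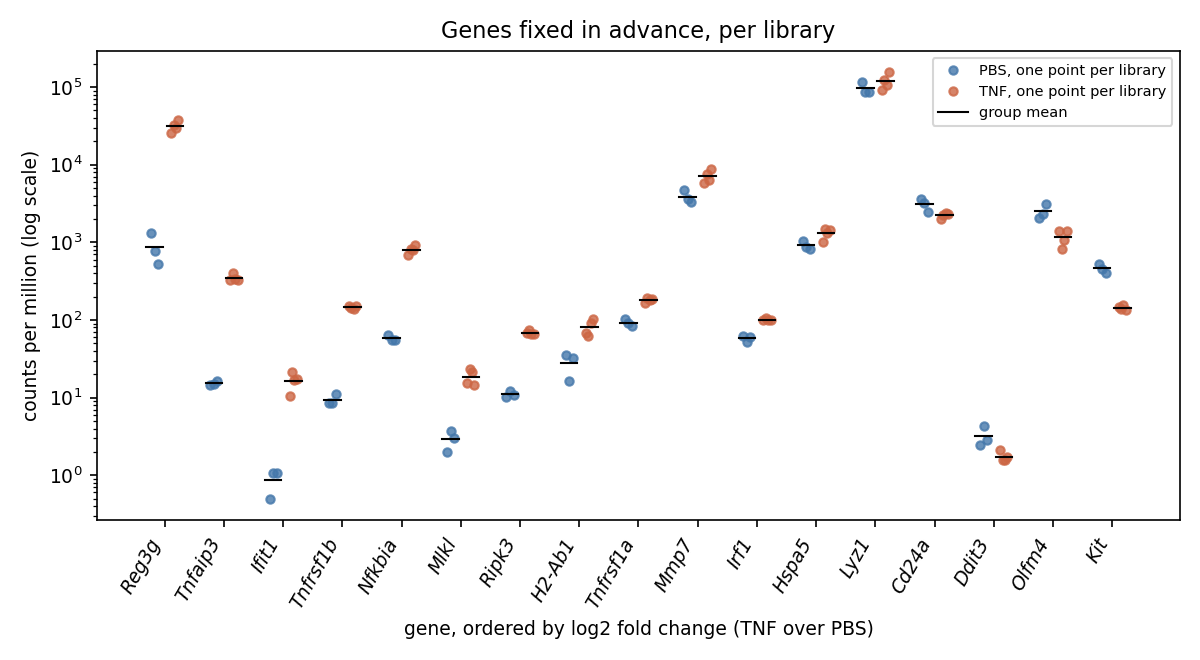
CPM (log scale) of 17 genes fixed in advance in each library, with 3 PBS and 4 TNF libraries per gene, ordered by log2 fold change; horizontal bars mark group means. All TNF libraries lay on one side of all PBS libraries for the 17 genes except Lyz1 and Hspa5.

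Among the other genes fixed in advance, the log2 fold changes were 0.79 ± 0.10 for Irf1 (SE, edgeR adjusted p = 1.39e-05), 4.20 ± 0.32 for Ifit1 (1.2e-07), 1.52 ± 0.28 for H2-Ab1 (0.00141), 2.63 ± 0.12 for Ripk3 (8.43e-10) and 2.66 ± 0.25 for Mlkl (8.32e-07). The PC marker Lyz1 (ENSMUSG00000069515, chromosome 10, 117123698 to 117128775), which encodes lysozyme, had 96515 ± 17920 CPM (SD, n = 3) after PBS and 118730 ± 28080 CPM (SD, n = 4) after TNF and was not a DEG (log2 fold change 0.30 ± 0.32, adjusted p = 0.444). Mmp7, which encodes the matrilysin of PC granules, rose by 0.88 ± 0.21 (adjusted p = 0.00223). Of the surface proteins used as PC markers, Kit fell by 1.68 ± 0.11 on the log2 scale (adjusted p = 3.55e-08) and Cd24a fell by 0.46 ± 0.16 (adjusted p = 0.0259). The stem cell gene Olfm4 fell by 1.09 ± 0.21 on the log2 scale (adjusted p = 0.000432).

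Some of the calls with small changes were lost when a single library was left out. Where the change stayed the same or grew, the loss does not single out that library. Cd24a was no longer a DEG without PBS replicate 1 (log2 fold change -0.34), PBS replicate 2 (-0.43), TNF replicate 1 (-0.41) or TNF replicate 2 (-0.46). The chaperone gene Hspa5 rose by 0.52 ± 0.16 (SE, edgeR adjusted p = 0.0121) with overlapping ranges of the groups, and was no longer a DEG without PBS replicate 2 (0.49). Ddit3, which encodes CHOP, had only 179 counts over the PBS and 120 over the TNF libraries and fell by 0.89 ± 0.36 on the log2 scale (adjusted p = 0.046). This call was lost without PBS replicate 2 (-0.61), PBS replicate 3 (-0.97), TNF replicate 2 (-0.84), TNF replicate 3 (-0.85) or TNF replicate 4 (-0.89).

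The strongest rises among genes with a mean of at least 10 CPM were found for Cxcl2, Gbp5, Tnip3, Lcn2, Osmr and Slc6a14. The chemokine gene Cxcl2 (ENSMUSG00000058427, chromosome 5, 91051730 to 91053797) had 0 counts over the PBS libraries and 6240 over the TNF libraries (92 ± 23.9 CPM), and was at least 1653-fold higher (edgeR adjusted p = 4.2e-08), or at least 1061-fold without PBS replicate 2 and 1079-fold without PBS replicate 3. Gbp5 (ENSMUSG00000105504, chromosome 3, 142199739 to 142228105) likewise had 0 counts after PBS and 2648 after TNF, and was at least 702-fold higher, or at least 450-fold without PBS replicate 2 and 458-fold without PBS replicate 3. Tnip3 (ENSMUSG00000044162, chromosome 6, 65502295 to 65611024) had 1 count after PBS and 3775 after TNF, a ratio of 3001 (95% interval 538 to 118600). That count lay in PBS replicate 2, and without this library Tnip3 had 0 counts after PBS and was at least 642-fold higher. The ratio was 1958 (95% interval 351 to 77360) without PBS replicate 3. Slc6a14 (ENSMUSG00000031089, chromosome X, 21581135 to 21608594) had 2 counts after PBS and 1589 after TNF, a ratio of 632 (95% interval 174.5 to 5220). Its 2 counts were in PBS replicate 2 as well, and without this library it was at least 270-fold higher. The ratio was 412 (95% interval 114 to 3406) without PBS replicate 3. Lcn2 (ENSMUSG00000026822, chromosome 2, 32274645 to 32278264) rose from 0.366 ± 0.279 CPM to 364 ± 46.9 CPM, with a log2 fold change of 9.87 ± 0.30 (SE, edgeR adjusted p = 1.03e-10). It was 10.44 without PBS replicate 2. Osmr (ENSMUSG00000022146, chromosome 15, 6843053 to 6904450) rose from 0.184 ± 0.162 CPM to 149 ± 20.7 CPM, with a log2 fold change of 9.61 ± 0.32 (adjusted p = 2.39e-10), which was 10.26 without PBS replicate 2 and 9.02 without PBS replicate 3.

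The strongest falls were found for 2 identifiers annotated as Gvin5, and for Prelp, Scin, Nkx2-2 and Onecut2. On chromosome 7, ENSMUSG00000109685 (105472471 to 105473013, a locus without a settled biotype) fell from 34.4 ± 10.7 CPM to 0.115 ± 0.092 CPM (log2 fold change -8.12 ± 0.37, edgeR adjusted p = 1.42e-09). The neighbouring ENSMUSG00000086513 (105473430 to 105480722, a transcribed pseudogene) fell from 293 ± 72.8 CPM to 3.22 ± 0.967 CPM (log2 fold change -6.49 ± 0.24, adjusted p = 1.45e-09). Both belong to a family of similar copies, so their counts are uncertain individually. Prelp (ENSMUSG00000041577, chromosome 1, 133837335 to 133857971) fell by 6.98 ± 0.33 on the log2 scale, and the fall was -7.93 without TNF replicate 1. Scin (ENSMUSG00000002565, chromosome 12, 40109755 to 40184227) had a log2 fold change of -6.61 ± 0.59 (-7.22 without TNF replicate 3). For the transcription factor genes, the log2 fold changes were -6.01 ± 0.38 for Nkx2-2 (ENSMUSG00000027434, chromosome 2, 147019466 to 147036163) and -5.76 ± 0.64 for Onecut2 (ENSMUSG00000045991, chromosome 18, 64473091 to 64534058). The latter was -6.94 without TNF replicate 1. Onecut2 is among the genes whose level depends on the position along the intestine, and 6 other genes of duodenal and jejunal position, chosen after the data were seen, had a median log2 fold change of -2.43. The edgeR adjusted p of these 4 genes was at most 0.000304.

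The changes in mean CPM were ranked among DEGs whose groups did not overlap, by the rule for naming genes. The largest rises by absolute level were those of Reg3g, Defa22 and Defa21, and the largest falls those of Defa39, Defa38 and Fcgbp. The antimicrobial lectin gene Reg3g (ENSMUSG00000030017, chromosome 6, 78443246 to 78445859) rose from 876 ± 410.4 CPM (SD, n = 3) to 31142 ± 5234 CPM (SD, n = 4), a log2 fold change of 5.15 ± 0.37 (SE, edgeR adjusted p = 5.87e-08). Fcgbp (ENSMUSG00000047730, chromosome 7, 27770661 to 27820287), a mucus protein gene, fell from 2892 ± 1375 CPM to 58.9 ± 18.8 CPM (log2 fold change -5.62 ± 0.36, adjusted p = 7.68e-07).

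The alpha-defensins, antimicrobial peptides (AMPs) secreted by PCs, moved in both directions. Of 20 alpha-defensin genes tested, 5 were higher and 6 lower after TNF, and 11 were DEGs adjusted over the list alone. Defa22 (ENSMUSG00000074443, chromosome 8, 21652290 to 21653265) rose from 5787 ± 2435 CPM to 19604 ± 5913 CPM (log2 fold change 1.76 ± 0.33, edgeR adjusted p = 0.000465), and Defa21 (ENSMUSG00000074447, chromosome 8, 21515557 to 21516533) rose from 4172 ± 2376 CPM to 14903 ± 4864 CPM (1.84 ± 0.43, adjusted p = 0.0032). Without the filter on low counts the call for Defa21 was lost (adjusted p = 0.0646, range over its 14 alternatives 0.000474 to 0.0646). In contrast, Defa39 (ENSMUSG00000058618, chromosome 8, 22192531 to 22200234) fell from 16908 ± 6900 CPM to 3834 ± 1346 CPM (log2 fold change -2.14 ± 0.32, adjusted p = 7.81e-05) and Defa38 (ENSMUSG00000061958, chromosome 8, 21584982 to 21586111) from 23325 ± 7196 CPM to 10712 ± 2771 CPM (-1.12 ± 0.27, adjusted p = 0.00289). The most abundant member, Defa24, did not change beyond its spread (log2 fold change -0.20 ± 0.32, adjusted p = 0.606). None of these 11 DEGs changed sign under any alternative that tested it, but the number of calls moved. It was 3 higher and 4 lower without the filter on low counts, 6 and 10 with scaling by total counts, 6 and 4 without PBS replicate 1, and 4 and 9 without PBS replicate 3. As a set, the alpha-defensins had a median log2 fold change of -0.46 and no common direction (fry adjusted p = 0.984), whereas the test that ignores direction gave an unadjusted p of 1.88e-08. Because members share sequence, counts of single copies are uncertain, and 6 of the 20 genes share most of their sequence windows of 75 bases with another member of the family.

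**Figure D2:**
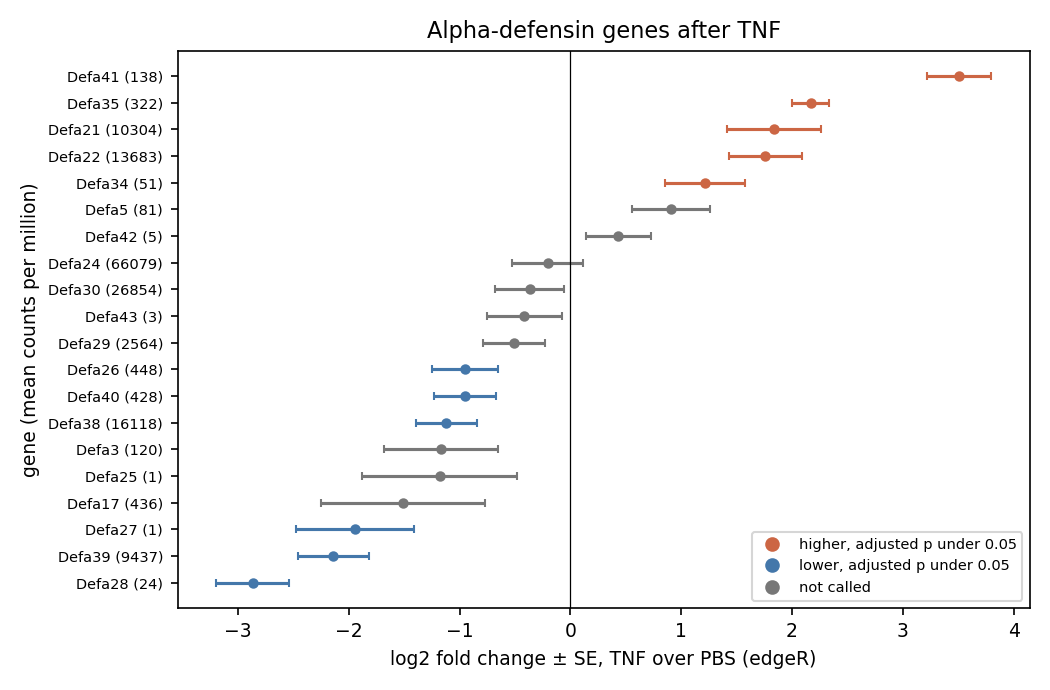
Log2 fold change (TNF over PBS) with its SE for each of the 20 tested alpha-defensin genes, with the mean CPM over all libraries in parentheses; colours mark DEGs that rose, DEGs that fell and genes that were not called. Members ran from -2.87 for Defa28 to 3.51 for Defa41, and 5 DEGs lay above and 6 below 0.

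The share of all counts assigned to alpha-defensins was 16.4% ± 3.5 (SD, n = 3) after PBS and 13% ± 2.38 (SD, n = 4) after TNF, a difference within the spread between replicates (exact permutation p = 0.2, adjusted over 6 shares p = 0.514). Lyz1 held 10.2% ± 0.801 and 11.1% ± 1.47 of counts (exact permutation p = 0.429). The 10 most abundant genes held 29.9% ± 4.23 and 29.3% ± 4.35 (exact permutation p = 0.771), and 12861 ± 490 and 12454.5 ± 466 genes reached 1 CPM (exact permutation p = 0.314). The share of the mitochondrially encoded mRNAs was lower in each TNF library than in any PBS library, with 0.492% ± 0.0957 after PBS and 0.255% ± 0.0501 after TNF. Its exact permutation p of 0.0286 is the smallest that 35 splits can give, and it did not pass the threshold after adjustment (0.171). A single share at this smallest p cannot pass after adjustment over 6 shares, so this outcome does not speak against a difference.

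Of 18 gene lists, 14 differed between TNF and PBS by fry (8 higher and 6 lower). NF-kB targets had a median log2 fold change of 2.99 (17 of 17 genes higher, edgeR and fry, list adjusted p = 1e-06). Type I interferon targets had a median of 1.87 (20 of 22 genes higher as DEGs, fry adjusted p = 0.000114) and guanylate-binding proteins and immunity-related GTPases 2.97 (13 of 14, 0.000326). The medians were 1.93 for MHC class I and antigen processing (15 of 16, 0.000165) and 2.02 for MHC class II (6 of 7, 0.00344). The cell death machinery had a median of 1.18 (15 of 16 genes higher and 1 lower, fry adjusted p = 1.73e-05), and the ATF4 and CHOP targets 1.16 (9 of 12 higher and 1 lower, 0.00102). Setting the genes with 0 counts in a group to their lower bounds left these medians unchanged at the given precision. Adjusted over the list alone, 17, 20, 13, 15, 6, 16 and 10 genes of these 7 lists were DEGs.

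Lower values were found for the cell cycle list (median -0.57, 3 DEGs higher and 10 lower of 16 genes, fry adjusted p = 0.00203), intestinal stem cell markers (-1.37, 9 of 10 lower, 6.75e-05), enterocyte markers (-3.48, 8 of 10 lower and 1 higher, 0.000747), goblet cell markers (-1.66, 6 of 10 lower and 1 higher, 0.0152), tuft cell markers (-1.43, 11 of 11 lower, 0.012) and enteroendocrine cell markers (-1.44, 6 of 11 lower, 0.0153). Adjusted over the list alone, 14, 9, 9, 7, 11 and 6 genes of these 6 lists were DEGs. The enteroendocrine list lost its call without PBS replicate 1 (median -0.95, fry adjusted p = 0.0762) and without PBS replicate 2 (-1.14, 0.0757). Leukocyte markers were called higher (fry adjusted p = 0.0171), although their median was -0.23 over 5 tested genes. Their mean was 0.80 with S100a9, which had 0 counts after PBS, at its lower bound. Only S100a9 of these 5 genes was a DEG that rose, and the call was lost without TNF replicate 1 (median 0.01, 0.0967) or TNF replicate 4 (-0.32, 0.0709). The median was 0.58, 1.01 and 1.76 without PBS replicate 1, 2 and 3. In these fits the filter let in more genes (14878, 14785 and 14626 were tested in all), so these medians do not rest on the same 5 markers. Without PBS replicate 3, Ptprc had a log2 fold change of -1.15 and C1qa of -2.78, so the rise of the median does not describe these markers. Adjusted over the list alone, 3 of the leukocyte markers were DEGs.

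No common direction was found for PC products other than defensins (median -0.48, 3 DEGs higher and 4 lower of 11 genes, fry adjusted p = 0.608), or for ER chaperones and unfolded protein response genes (-0.27, 5 higher and 7 lower of 19, 0.455). Adjusted over the list alone, 7 and 12 genes of these 2 lists were DEGs. The mitochondrially encoded mRNAs had a median of -0.87 over 7 tested genes (3 DEGs lower, 2 adjusted over the list alone) and a fry adjusted p of 0.0654. They passed the threshold without PBS replicate 3 (median -0.99, fry adjusted p = 0.0288) and without TNF replicate 4 (-1.05, 0.0338). The stromal and endothelial list had 1 tested gene (log2 fold change 1.89) and the erythroid list had 0, so neither could be tested.

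With camera and its preset correlation, 12 lists were called, and all 12 were also called by fry in the same direction. The enteroendocrine list (camera adjusted p = 0.162) and the leukocyte list (0.748) were called by fry only.

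**Figure D3:**
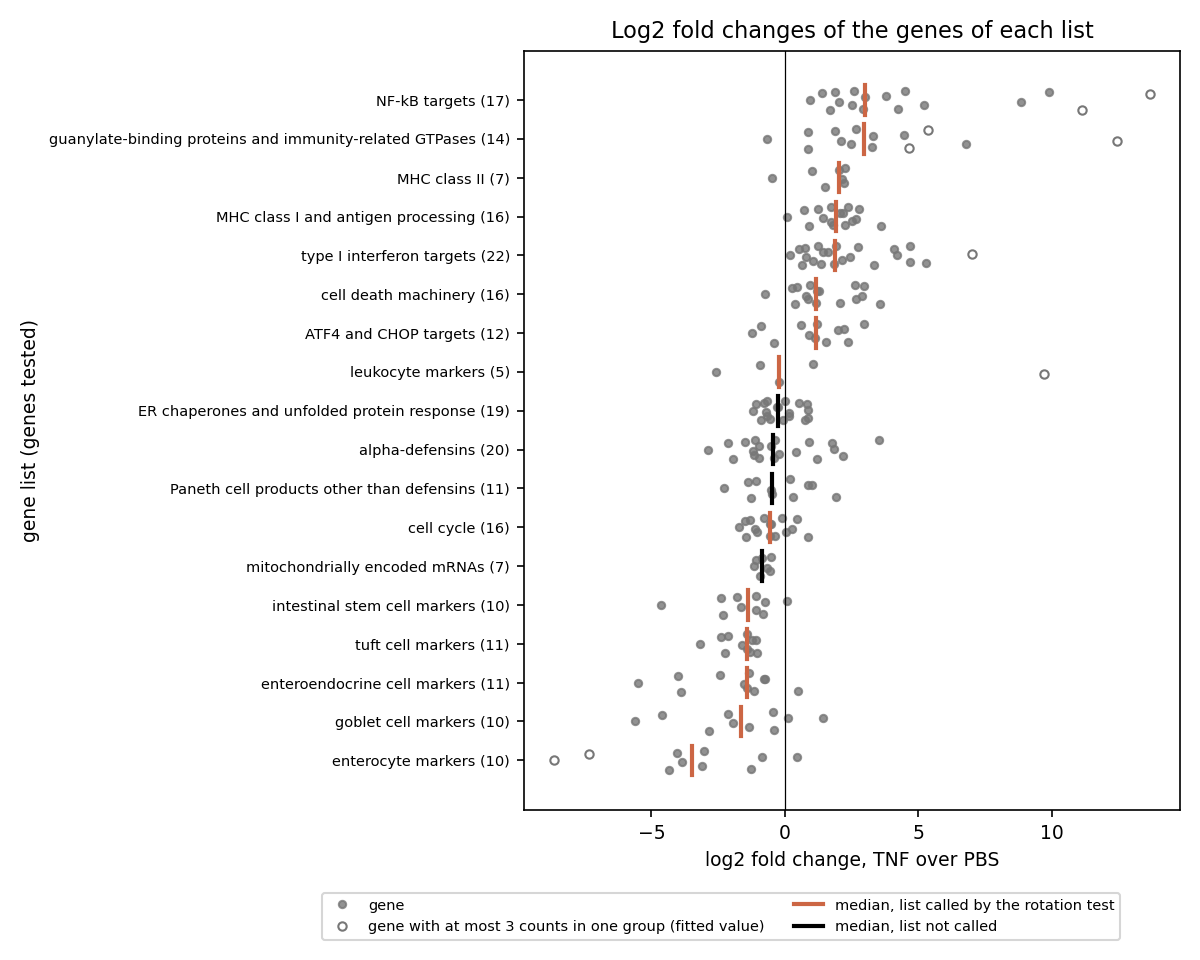
Log2 fold changes (TNF over PBS) of the single genes of the 18 tested lists, with the number of tested genes in parentheses; vertical bars mark list medians, coloured where fry called the list, and open points mark fitted values of genes with at most 3 counts in one group. NF-kB targets lay at the top with a median of 2.99 and enterocyte markers at the bottom with -3.48.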

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

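The tests in this part were chosen after the results were seen. For each named gene, share and gene list, the highest and the lowest of the 4 TNF libraries were compared with the other TNF libraries. A library that stood apart was found for 3 of 59 values. Chance gives about 1 in 20, so these cases need no cause beyond chance. When all libraries were thinned to one total in 100 draws, the library stood apart in 51 draws for Prelp, 59 for Gvin5 and 55 for the type I interferon targets. Thinning leaves the expected CPM as it was and adds counting noise, so these draws do not decide on depth. The PBS group, with 3 libraries, was too small for such a comparison.

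In TNF replicate 1, Prelp had 0.84 CPM (15 counts), while the other TNF libraries had 0.131 to 0.236 CPM (2 to 4 counts). All of these values were far below the PBS mean of 44.7 CPM. The value was 3.56 times the next one, and the total counts of this library were 0.888 times the mean of the other TNF libraries. CPM is already scaled by library size, so the totals cannot decide on depth. With so few counts, counting noise stays open. No biological explanation was tested.

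In TNF replicate 4, Gvin5 (ENSMUSG00000086513) had 1.77 CPM (27 counts), and the other TNF libraries had 3.65 to 3.75 CPM. The summed Gvin counts of TNF replicate 4 were the lowest as well (5.1 CPM against 7.07 to 8.79 CPM). Its value was 0.484 times the next one, while its total counts were 1.01 times the mean of the other TNF libraries, and 0.857 times after TMM scaling. Since CPM is already scaled by library size, these ratios cannot decide on depth. No biological explanation was tested.

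In TNF replicate 2, type I interferon targets had a mean of 4.10 log2 CPM, and the other TNF libraries had 3.73 to 3.79. On the linear scale this was 1.24 times the next library, with total counts 1.02 times the mean of the other TNF libraries. Here too, the totals cannot decide on depth, because CPM is already scaled. Summed over the list, the library had 621 CPM, against 492 to 522 CPM in the other TNF libraries. No biological explanation was tested.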

How the results depend on the processing

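Settings added after seeing the data were scaling without the 20 most abundant genes, thinning to one total and removal of the GC and length trend. Beyond the 2-fold requirement, the number of DEGs stayed within 1.5 times the original 8543 under every setting tried, from 6933 at an adjusted p under 0.01 to 9080 without a filter on low counts. DESeq2 called 8637 genes and limma-voom 8760. In each refit (18 in all, the 7 that left out a library included), 83.11% to 99.61% of the original DEGs were kept in the same direction, and 0 were called in the opposite one. Requiring a 2-fold change gave 4530 DEGs, 2065 higher and 2465 lower, by construction. Scaling by total counts gave 7756 DEGs, with 40.5% of them higher in place of 49.5%. Leaving out libraries gave 7663 (without PBS replicate 2) to 8625 DEGs (without TNF replicate 1), 3872 to 4170 higher and 3791 to 4455 lower, and 13 to 15 called lists.

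Of 35 named genes, 30 kept their direction and their side of the threshold under every refit fixed in advance (14 or 15 per gene). Of 520 comparisons of a gene with a refit, 0 reversed a sign. The stricter threshold, the 2-fold requirement and the settings added after seeing the data were not in this count. Cd24a, Ddit3, Hspa5, Mmp7 and Defa21 lost their calls under at least 1 alternative. The adjusted p ranged from 7.85e-05 to 0.167 for Cd24a, 0.0272 to 0.244 for Ddit3, 0.000359 to 0.123 for Hspa5, 1.31e-08 to 0.0622 for Mmp7 and 0.000474 to 0.0646 for Defa21.

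Of 18 lists, 10 were unchanged under every alternative fixed in advance that was run for the lists (14 or 15 per list). The stricter threshold and the settings added after seeing the data were not in this count. Scaling by total counts, which shifts all log2 fold changes down, called ER chaperones and unfolded protein response lower (median -0.43) and the mitochondrially encoded mRNAs lower (-1.04), and lost the leukocyte list (-0.42). With camera, the enteroendocrine (-1.44) and leukocyte lists (-0.23) were not called, and by the exact permutation test the enteroendocrine list was not called (difference of means -2.31). The cause of these differences between tests was not tested.

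The list of alpha-defensins was never called, and its direction by fry, which carried no weight at an adjusted p of 0.984, turned upward under the filter of 1 CPM in 3 libraries (median -0.42) and without PBS replicate 1 (-0.16), TNF replicate 1 (-0.39) or TNF replicate 3 (-0.53). The other PC products turned likewise without PBS replicate 1 (0.042), again without a call. The cause was not tested. When each library was left out in turn, medians ran from -0.69 to -0.16 for the alpha-defensins, -0.73 to 0.04 for the other PC products, -1.85 to -0.95 for enteroendocrine markers, -0.44 to 1.76 for leukocyte markers and -1.05 to -0.66 for the mitochondrially encoded mRNAs. Without a PBS library the filter let in more genes, so these medians need not cover the same genes, and those of the leukocyte markers did not. The enteroendocrine list was lost without PBS replicate 1 or 2 and the leukocyte list without TNF replicate 1 or 4, while the mitochondrial list was gained without PBS replicate 3 or TNF replicate 4.

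PBS and TNF libraries share the replicate numbers 1 to 3, but these do not pair the samples. The deviations of same-numbered libraries from their group means had correlations across genes of -0.30, -0.03 and -0.17. With the number as a replicate block, which spends degrees of freedom, 7131 DEGs (3553 higher and 3578 lower) and 10 lists were called. Goblet (-1.65, adjusted p = 0.0521), tuft (-1.24, 0.106), enteroendocrine (-1.47, 0.0578) and leukocyte markers (-0.32, 0.083) and the genes Mmp7, Cd24a, Hspa5 and Ddit3 were not called in that fit.

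The shares of counts kept their direction without the mitochondrial genes. With a library left out they moved by less than 1 SD of the replicates, although the share of the 10 most abundant genes, which did not differ, went from -2.74 to 1.49 percentage points. Depth limits the genes with few counts. Ddit3 had 299 counts over all libraries, and for Cxcl2 and Gbp5 the 0 counts after PBS allow only a lower bound.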

Other observations

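Apart from the splits of the libraries and the 75-base windows shared by defensins, the tests in this part were chosen after the results were seen: GC content and length, depth, abundant genes, mislabelling, sex, position, pseudogene counts, the 50-base windows, the spread of markers and leaving out single markers, leukocytes, the Gvin locus and the chromosomes of genes counted in one group.

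The number of DEGs was tested against several technical explanations. Only 1 of the 35 splits of the 7 libraries into 3 and 4, the real one, gave as many DEGs, a share of 0.0286, which is the smallest that these splits can give. Chance can be excluded at the threshold of 0.05 and no further. The other splits gave 0 DEGs by edgeR (a median of 83.5 and at most 5544 genes at an unadjusted p under 0.05), but they mix TNF and PBS libraries, so that the difference between the groups widens their spread and their low numbers add no evidence. After removal of each library's trend on GC content and transcript length (known for 99.7% of tested genes), 93.6% of the DEGs were kept in the same direction. After thinning to one total 97.4% were kept, and without the 20 most abundant genes 98.5%. On the NF-kB targets, the lowest TNF library lay 4.10 log2 CPM above the highest PBS library, which argues against a mislabelled library. Xist was counted in every library (9081 to 23789 counts), while Ddx3y, Uty, Eif2s3y and Kdm5d of the Y chromosome had 0 to 2 counts, so a difference in sex between the groups does not account for the DEGs. Mice in the groups may still have differed in ways the labels do not name, such as the day of sorting.

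Genes whose expression depends on the position along the small intestine moved in opposite directions. The pattern was noticed in genes such as Onecut2, and 2 lists were then written without those genes. Of the duodenal and jejunal genes, 6 were tested, with a median log2 fold change of -2.43 (fry adjusted p = 2.36e-05), among them Gata4 (-2.94) and Cybrd1 (-2.20). Of the ileal genes, 4 were tested, with a median of 1.96 (0.000262), among them Hoxb9 (2.22) and Hoxb8 (1.70). The medians differed by 4.39. This is consistent with TNF libraries that held relatively more PCs from the distal small intestine, and uneven recovery of PCs along the gut is therefore a candidate explanation for a part of the DEGs. Exceptions were the ileal gene Osr2, which fell by 0.94 on the log2 scale, and the duodenal gene Creb3l3, which showed no detectable change (-0.24 ± 0.74, and 0.90 without PBS replicate 2). Among ileal genes with too few counts to test, Slc10a2 was counted only after TNF (5 to 12 counts per library), while Cubn, Slc51a and Hoxa10 were counted only after PBS and Fabp6 mostly after PBS. An action of TNF on these genes within PCs of one region stays open, since the labels do not give the region.

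The alpha-defensins may have moved apart because reads pass between near-identical copies. Between the 5 members that rose and the 6 that fell, at most 0% of the 75-base windows of a gene were shared, seen from either side. With windows of 50 bases, at most 2.79% of a gene that rose (Defa34) and 5.06% of a gene that fell (Defa40) were shared, so that shared reads do not account for the opposite directions. Reads can still pass between copies that moved the same way, such as Defa21 and Defa22 (41.9% of the windows of Defa21). The defensin pseudogenes Defa-ps8 (1053 counts) and Gm15313 (944 counts) were counted after TNF only, with 0 counts in all PBS libraries. They share nearly all windows with each other and cannot be separated. If their counts were reads spilling over from a defensin gene that rose, at least 65.2 counts would have been seen after PBS. A change in their own transcription or in the origin of the PCs along the intestine remains open.

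The markers of other epithelial cells fell, which could reflect fewer such cells in the sort. An even loss predicts one factor for all markers of a type. Goblet markers moved apart (chi-square p for equal change = 3.94e-87), from -5.62 for Fcgbp to 1.44 for Spdef, while Muc2 (5367 CPM after PBS) was not a DEG. Among enterocyte markers, Anpep, the most abundant (375 CPM after PBS), had a log2 fold change of -3.11 and Slc5a1 of 0.46 (chi-square p over the list = 4.93e-148). Enteroendocrine markers, with Pcsk1 the most abundant (43.3 CPM, log2 fold change -1.14), moved apart as well (chi-square p = 0.000193). The chi-square p was 0.0101 without Ghrl, whose log2 fold change was -5.51 (-4.61 without PBS replicate 2 and -6.66 without TNF replicate 1). The chi-square test treats the markers as independent and their SE as known, so its p can be too small with 7 libraries. Among goblet and enterocyte markers, DEGs lay on both sides of 0, as with Spdef and Slc5a1. An even loss is therefore not the whole cause in these types. For enteroendocrine markers the test does not decide, since all 6 DEGs fell and the spread rested largely on Ghrl. A loss of some subtypes, or a loss hidden by transcripts that PCs make themselves, stays open. How many of these markers PCs express themselves cannot be read from bulk counts. All 11 tuft markers fell. Here the chi-square p was 0.0174 and rose to 0.0731 without Trpm5, so that fewer tuft cells and lower expression in PCs cannot be told apart. Dclk1 (659 CPM) and Trpm5 (559 CPM) were the most abundant of them after PBS.

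S100a9 had 0 counts in the PBS libraries and 60 to 120 counts per TNF library, which may point to leukocytes among the sorted cells. The other 4 tested leukocyte markers had a median log2 fold change of -0.59. On the other hand, S100a8 (4 to 13 counts per library) and Gzma (2 to 8) were also counted after TNF only, and the level of Ptprc in the PBS libraries (16.4 CPM) would hide a small number of added cells. Leukocytes and expression in PCs cannot be told apart with so few counts.

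Gvin genes, which encode very large interferon-inducible GTPases, or are pseudogenes of them, were among the strongest falls although other interferon targets rose. The counts summed over 11 annotated Gvin genes fell from 358, 386.5 and 576 CPM in the PBS libraries to between 5.1 and 8.79 CPM in the TNF libraries (log2 ratio of the means -5.97), so reads passing to other annotated copies do not account for the fall. The 14 tested genes within 1 Mb before the cluster on chromosome 7 had a median log2 fold change of 0.131, which argues against a change that reaches this flank. Only 1 other gene inside or after the cluster was tested, the pseudogene Gm27149 between Gvin copies, which fell from 114 counts after PBS to 2 after TNF (ratio 71.7, 95% interval 19.4 to 599.3, and at least 35.1-fold lower without TNF replicate 3). A change of the cluster and the side after it therefore stays open, as do an action of TNF, a shift in the origin of the PCs and a genetic difference between the mice at this locus.

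With limits chosen after the data were seen (at most 3 counts over one group and at least 40 counts in every library of the other), 27 genes were counted almost only after TNF and 10 almost only after PBS. A strain difference at a few loci could give such a pattern. The 37 genes lay on 17 chromosomes, where random sets of tested genes lay on a median of 16 (95% of sets 14 to 19), with at most 4 genes on one chromosome. With genes within 1 Mb joined they made 33 loci, and 247 of 10000 random sets had as few (median 36), so neighbours such as Cxcl1, Cxcl2 and Cxcl5 were joined more often than by chance. A few loci cannot hold all 37 genes, but a genetic difference at single loci stays open. Among them were Acod1, Wfdc17, Cxcl1 and Cxcl5 after TNF, and Sfrp5, Cyp2e1 and Ackr1 after PBS.

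PBS replicate 2 held more counts of several enterocyte genes than the other PBS libraries. Lct had 201 counts there and 1 and 17 in the others, Cubn had 123 against 2 and 11, and Fabp6 had 33 against 6 and 0. Without PBS replicate 2, the median of the enterocyte markers was -3.08.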
